A study of Drosophila melanogaster with 4 samples. Its data were reported in "Transcriptional regulation of the piRNA pathway by Ovo in animal ovarian germ cells" (2025).

How the data were processed

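The series measured where the transcription factor Ovo sat on the genome of Drosophila ovarian somatic cells (OSCs), a female cell line from the somatic part of the ovary. The cells were nucleofected with a plasmid for the Ovo-B isoform carrying a FLAG tag and were crosslinked 48 h later. Chromatin was precipitated with an anti-FLAG antibody in 2 libraries, and whole-cell extract from the same kind of cells gave 2 input libraries. The 4 libraries were grouped by their labels as anti-FLAG ChIP and as whole-cell extract input. None is an anti-FLAG ChIP from cells without the tagged protein. Unspecific precipitation therefore cannot be told from Ovo binding at any single peak.

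The authors deposited 1 peak list for the series, in which both ChIP libraries were pooled before peak calling. Per the submitters' processing notes and the study's methods, adapters were removed with cutadapt 1.18, reads were aligned to dm6 with BWA, alignments were handled with SAMtools 1.9, and peaks were called with MACS3 3.0.0a6 against the whole-cell extract. The notes also name deepTools 3.5.1. The study's methods name a measure of reproducibility between replicates, its use on this list is not given in the sources used here, and the list carries no value per replicate. Each peak has an interval, a summit offset, a display score, the fold enrichment of ChIP over input at the summit and the −log10 of its p and q; the p was not used here. The deposited score, the fold enrichment (a ratio) and the −log10 values are the authors' own, made by the peak caller, and were used here only to filter, rank and describe peaks within this list. The smallest −log10 q in the list was 2.01. Pooling leaves no spread between replicates, so no value below has a replicate error, and the tests run over peaks or over genes and not over libraries. The number of reads per library is unknown, so no interval that needs depth is given. Pooling also means that a peak carried by 1 library could not be told from a peak carried by both.

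Peaks with fold enrichment above 5 and q under 0.05 were used, which is the threshold the study states for these cells. Coordinates are those of dm6 and count from 1. On the 6 arms, lengths in the NCBI sequence of release 6 contained every peak end, and gene models came from Ensembl release 115 (BDGP6.54). Tests used the arms 2L, 2R, 3L, 3R, 4 and X. A promoter peak had its summit within 1 kb of an annotated transcription start site (TSS), annotated transposable elements left out. The share of summits near a TSS was compared with 1000 random placements of the summits along the same arms. For 13 gene lists, the share of protein-coding genes with a promoter peak was compared with that of all other protein-coding genes by a two-sided Fisher's exact test with Benjamini-Hochberg adjustment over the lists. As a description, each share was also placed among 10000 random lists matched on the number of TSSs. In the list of epidermal trichome genes 1 of the 16 symbols had no match in the annotation.

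Motifs were counted on both strands within 50 bp of the summit and within 50 bp of a point 500 bp to its left, and compared by a two-sided exact binomial test over peaks in which only 1 of the windows had the motif. All 6-mers, with reverse complements joined, were compared between the same windows by Fisher's exact test with Benjamini-Hochberg adjustment. This took the place of the motif search of the study. Differences in mean log2 fold enrichment were tested by two-sided permutation with 100000 resamples, and by exact enumeration where a group had fewer than 10 values. Peaks on the X were compared with its share of the arm length by a two-sided exact binomial test. Intervals of shares are 95% Wilson intervals and those of the X ratio are exact; they cover counting error only, and neighbouring peaks and genes are not independent.

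Gene lists, tests, alternatives and the rule for named genes were fixed before the data were examined. The rule takes all members of both piRNA lists, the genes ovo, nanos, otu and Act5C, the 4 members of each other list with the highest fold enrichment of a promoter peak, the 10 strongest peaks of the genome with the gene of the nearest TSS, and the 5 6-mers with the highest ratio of summit to flank. Alternatives changed the peak threshold, the promoter window, the TSS set, the assignment of summits, the motif window and the background. No depth per library, replicate or paired alternative could be run on a pooled list. Peaks outside the arms entered the peak count only.

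The scripts were tested on simulated data. The gene-list test was run on 13945 genes with simulated lists of 20 genes. With peaks planted at a share of 0.3 of their members, 100% of lists were called, and 0.5% with no planted peak. The germline-specific piRNA list is smaller than these lists, and the simulated share of background genes with a peak is not given here. The 100% is therefore no measure of the power of the test for that list. For the 6-mers, a planted site ranked first of 2080 and no 6-mer was called without one. For peak strength, on 4500 values, 100% of draws with a shift of 0.15 were called and 7% with none. Calculations used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.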

Results

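Ovo was expressed from a plasmid in OSCs, somatic ovarian cells that normally make the somatic but not the germline branch of the piRNA pathway, and its binding was mapped by ChIP-seq through the FLAG tag. The data are 2 anti-FLAG ChIP libraries and 2 whole-cell extract input libraries, taken 48 h after nucleofection. The authors called peaks on the pooled libraries, so each peak has 1 fold enrichment over input and no replicate error. Depth per library is unknown.

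The first comparison asked how many Ovo ChIP peaks there were and where they lay. The list held 12069 peaks, of which 4796 had fold enrichment above 5 and q under 0.05. Their median fold enrichment was 7.64 (quartiles 6.06 and 10.3, highest 19.8) and their median width was 370 bp. On the 6 arms, 3131 of 4765 summits lay within 1 kb of a TSS, a share of 65.7% (95% interval 64.3 to 67.0). Random placement along the same arms gave 23.5% ± 0.628 (SD over 1000 draws), and the permutation p of 0.001 was the smallest these draws can give. Of the 1634 summits farther from a TSS, introns held 62.7% against 47.4% of random positions that far away, intergenic sequence 25.2% against 32.7%, and coding exons 6.79% against 13.3%, without a test. The median distance of promoter summits from the nearest TSS was 168 bp.

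Among the 10 strongest peaks, the peak of highest fold enrichment (19.8) lay at 3R:31059937 to 31061125, in an intron near a TSS of dco, the casein kinase of the circadian clock. Those that followed were nearest to CG11629 (19.4, 2L:21899029 to 21899830, intergenic), a non-coding RNA with no symbol (19.4, 2R:9553948 to 9554394, intergenic) and Fim, which encodes the actin-bundling protein fimbrin (19.3, X:17300528 to 17301371, intron). Peaks at norpA (19.2, intron), which encodes the phospholipase C of phototransduction, and Evi5 (19.2, 5′ UTR) had equal fold enrichment. SK, a potassium channel gene, had a peak of 19.2 in an intron, and lilli, nmo and sima had peaks of 19.1, 19.0 and 19.0 in introns. CCGTTA stood within 50 bp of the summit in all of these except the peak nearest to CG11629, which had no CCGTT either. 4 of the 10 were on the X.

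The next comparison asked whether Ovo bound the promoters of germline-specific piRNA genes. At this threshold 3 of the 13 germline-specific genes had a promoter peak. Nxf3, a nuclear export factor gene, had fold enrichment of 10.8 in its 5′ UTR at 3L:13965503 to 13965985. Boot had 8.33 in its 5′ UTR at 2R:9094475 to 9094747, and del, which encodes the Rhino partner Deadlock, had 5.53 upstream of its TSS at 2L:21148732 to 21148968. Weaker peaks lay at the promoters of qin (4.89), rhi (4.12), aub (3.78) and BoYb (2.52), and none within 1 kb of a TSS of vas, AGO3, tej, krimp, moon or cuff. The share of 23.1% was close to the 21.9% of other protein-coding genes (Fisher's exact test, adjusted p = 1), with a 95% interval of 8.18 to 50.3. With all deposited peaks it was 53.8% against 40.9% (Fisher's exact test, adjusted p = 0.436).

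The list of other piRNA pathway genes, set up as shared or somatic, had promoter peaks more often, in 12 of 27 (44.4% against 21.9%, Fisher's exact test, adjusted p = 0.0190). This list is mixed. The paper counts squ, tapas and spn-E, which had peaks here, among the nuage factors of germ cells and states that somatic cells lack nuage. Its share therefore does not describe the somatic branch alone. The strongest lay at wde, a cofactor of the histone methyltransferase Eggless (18.1, 2R:10808828 to 10809170, intergenic), tud, the founding Tudor-domain gene (14.1, 2R:21183387 to 21184170, intron), squ (13.6, 2L:16680018 to 16680652, 5′ UTR) and Su(var)2-10, a SUMO ligase gene (13.01, 2R:9115773 to 9117294, 5′ UTR). The helicase gene armi had 10.0, piwi itself 9.32 in a coding exon at 2L:10987122 to 10987396, mino 8.95, Trf2 7.39 and tapas 7.28. thoc7 (6.29), spn-E (5.95) and papi (5.92) also had one, although the summits near thoc7 and spn-E were nearer to TSSs of Dis3l2 and ND-23. SoYb (4.62), Nbr (2.85) and vret (2.68) had weaker peaks, and the other 12 had none, among them fs(1)Yb, shu, mael, Gasz, Hen1, Panx, thoc5, nxf2, arx, egg and zuc. By the same exact test the call was lost with all deposited peaks (adjusted p = 0.220), with fold enrichment above 10 (0.297) and with 1 TSS per gene (0.106). Between germline-specific and shared genes, neither the share (Fisher's exact test, p = 0.298) nor the mean log2 fold enrichment of genes with a peak (2.99 against 3.23, n = 3 and 12, exact permutation test, p = 0.508) passed the threshold.

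Other germline groups were occupied more often than other genes. Neither the test nor the random lists matched genes on expression or open chromatin in OSCs. A higher share therefore does not show binding directed at germline genes, and follicle cell and OSC genes also had a high share (54.2%). Among genes of germ plasm and maternal mRNA localization, 16 of 24 had a promoter peak (66.7%, Fisher's exact test, adjusted p = 2.14e-05). They were led by bcd, the anterior morphogen gene (18.0, 3R:6759180 to 6759698, 5′ UTR), orb, an RNA-binding regulator of oocyte translation (14.9, 3R:23280395 to 23280964, 5′ UTR), pgc (12.4, 2R:22329405 to 22329699, with its summit nearer to a TSS of CG34207) and CycB (11.8, 2R:22806229 to 22807003, 5′ UTR). nanos, required to form germ cells, had 8.42 in its 5′ UTR at 3R:19157140 to 19157603. Among genes of germline stem cells and germline sex, 11 of 16 had one (68.8%, exact test, adjusted p = 0.000348), led by hts (18.6, intron), otu (14.0), Rbfox1 (12.1, 5′ UTR) and mei-P26 (11.7, intron). The otu peak at X:8490330 to 8490659 lay in an intron of CG33181 and nearer to its TSS, and a second peak 336 bp from a TSS of otu had 6.11. Meiosis genes had peaks at 13 of 26 promoters (50.0%, exact test, adjusted p = 0.00390), led by hdm (10.5), mei-W68 (10.5), mei-9 (10.4) and polo (9.74). The mei-9 summit was nearer to a TSS of NO66. With fold enrichment above 10 the meiosis call was lost (exact test, adjusted p = 0.713). Random lists matched on TSS number had a mean share of 35.0% for germ plasm genes, 36.5% for germline stem cell genes and 17.8% for meiosis genes. For shared or somatic piRNA genes it was 25.1%.

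**Figure D1:**
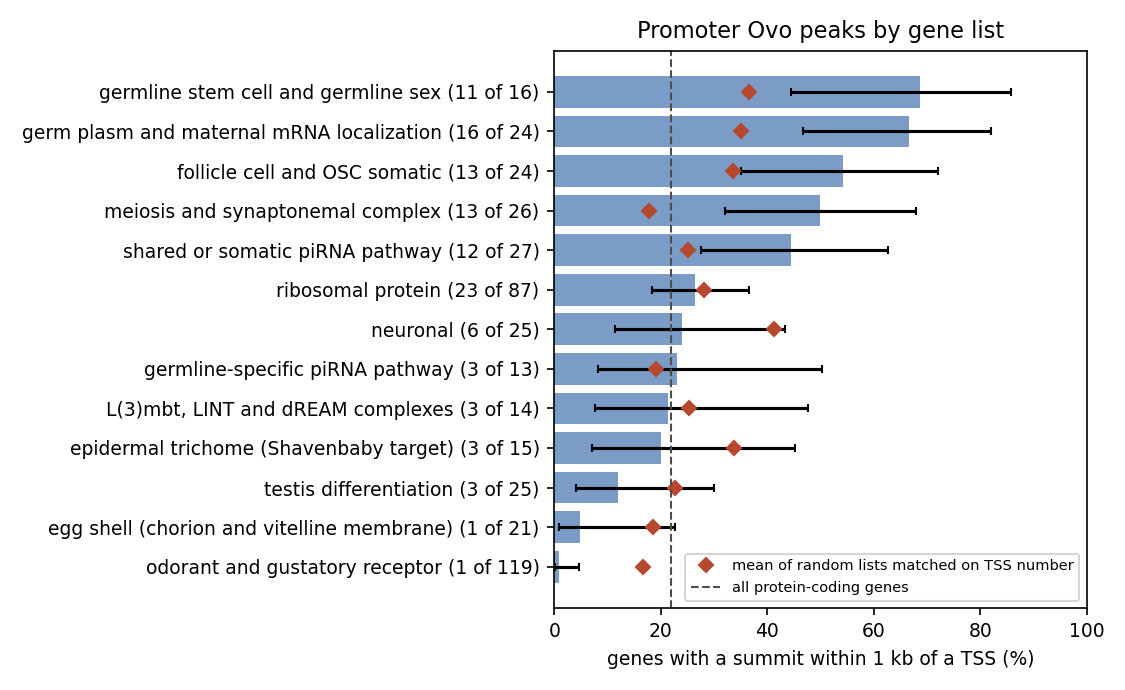
Share of genes with a promoter peak in each of 13 lists (bars, in percent of the list's protein-coding genes, with 95% Wilson intervals), beside the mean of random lists matched on TSS number (diamonds) and all protein-coding genes (dashed line, 21.9%). Lists of germline stem cell and germ plasm genes stand highest, at 68.8% and 66.7%, and receptor genes lowest, at 0.840%.

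Of genes of follicle cells and OSCs, 13 of 24 had a promoter peak (54.2%, Fisher's exact test, adjusted p = 0.00183), led by the transcription factor genes zfh1 (14.0, 3R:30782577 to 30782966, intron), tj (12.3, 2L:19463842 to 19464483, 5′ UTR), mirr (12.1) and Eip75B (11.5). That call was lost with fold enrichment above 10 (0.288) and with 1 TSS per gene (0.105). Random lists matched on TSS number had a mean share of 33.6%, above the 21.9% of other genes. Eggshell genes had 1 of 21 (Vml, 13.3, with the summit 943 bp away and nearer to Grp170; 4.76%, exact test, adjusted p = 0.118). Odorant and gustatory receptor genes had 1 of 119 (0.840%, exact test, adjusted p = 8.59e-11), at Gr97a (8.48), whose summit was nearer to CG5521.

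The remaining lists did not pass the threshold against other genes (Fisher's exact test). Trichome genes, which the somatic Ovo isoform Shavenbaby regulates in the epidermis, had 3 of 15 (sn 13.1, tyn 8.93, m 6.13; exact test, adjusted p = 1). Genes of the L(3)mbt, LINT and dREAM complexes had 3 of 14 (lin-52 16.8, mip120 7.91, Dp 5.73; exact test, adjusted p = 1), with the lin-52 summit nearer to CG15771. With all deposited peaks that list had 12 of 14 (85.7%, exact test, adjusted p = 0.00261). Testis genes had 3 of 25 (bol 15.0, achi 8.05, mia 5.41; exact test, adjusted p = 0.481), neuronal genes 6 of 25 (dnc 13.1, cac 11.4, elav 11.0, eag 10.5; adjusted p = 1) and ribosomal protein genes 23 of 87 (RpS28b 12.4, RpL9 10.7, RpS12 10.6 with the summit nearer to Adk2, RpS27 9.99; adjusted p = 0.481). The RpS27 summit was nearer to a TSS of sisRNA:CR46364, and the elav summit lay equally far, 828 bp, from TSSs of elav and lncRNA:enrr. Against random lists matched on TSS number, whose mean share was 41.3%, the 24.0% of neuronal genes lay low, at percentile 2.92. With all deposited peaks testis genes were occupied less often (16.0% against 40.99%, exact test, adjusted p = 0.0188), eggshell genes too (4.76%, adjusted p = 0.000993), and ribosomal protein genes more often (62.1% against 40.8%, adjusted p = 0.000336).

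The motif comparison asked which sequence lay under the summits. CCGTTA stood within 50 bp of 38.4% of summits (95% interval 37.1 to 39.8) and in 2.60% of flanking windows, a ratio of 14.8. CNGTTA stood at 49.2% against 12.3%, and the core CCGTT at 71.3% (95% interval 70.0 to 72.6) against 13.3%. Peaks with CCGTTA at the summit alone numbered 1781 and those with it in the flank alone 73 (exact binomial test, −log10 p = 425). CCGTTA ranked first of 2080 6-mers, followed by AACGGT (ratio 7.93), AACGGC (6.26), ACGGTA (6.16) and CCGCTA (6.01). AACGGT and AACGGC hold the reverse complement of CCGTT, and CCGCTA does not. In all, 718 6-mers were more frequent at summits and 636 less frequent (Fisher's exact test, adjusted). Around the summit, the bin from 20 to 0 bp to its left held 16.8 CCGTTA sites per 100 peaks, and the bin to its right 13.5. Sites were placed by their leftmost base, so a site centred on the summit counts in the left bin. The size of the motif ratios depended on window and background. For CCGTTA the ratio was 26.0 with 25 bp on each side and 8.55 with 100 bp. Against dinucleotide-shuffled summit windows it was 9.96 for CCGTTA and 3.31 for CCGTT.

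**Figure D2:**
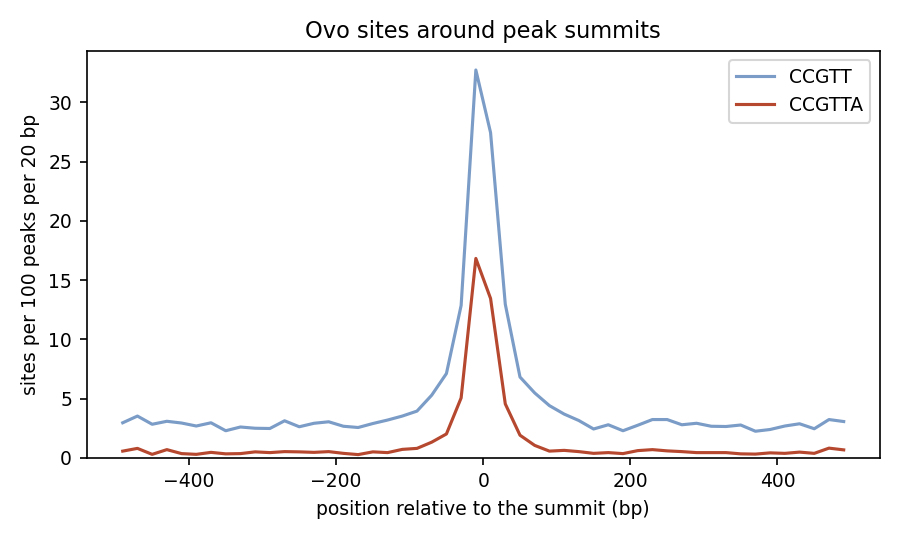
Sites per 100 peaks in bins of 20 bp (vertical axis) against position relative to the summit in bp (horizontal axis), for CCGTT and for CCGTTA, over 4765 peaks on the arms. Both lines rise to a sharp maximum around the summit, 16.8 for CCGTTA in the bin to its left. Sites are placed by their leftmost base, which moves sites centred on the summit into that bin.

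Peaks with CNGTTA had median fold enrichment of 8.23 and those without it 7.22, a difference in mean log2 fold enrichment of 0.15 (n = 2345 and 2420, permutation p = 1e-05, the smallest 100000 resamples can give). The size of this CNGTTA difference depended on the peak threshold. It was 0.336 with all deposited peaks and 0.0507 with fold enrichment above 10. Across bins set after the data were seen, CCGTT stood at 46.1% of summits with fold enrichment up to 3 and at 89.6% of those above 15. Promoter peaks were stronger than other peaks, with medians of 8.00 and 7.07 and a log2 difference of 0.13 (permutation p = 1e-05). Among peaks with fold enrichment above 10 that difference was 0.01 (permutation p = 0.518).

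**Figure D3:**
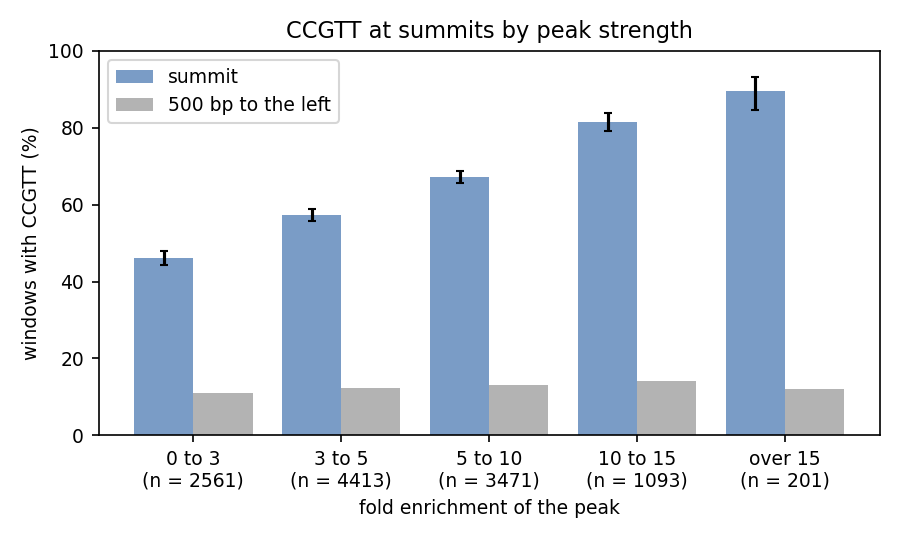
Percent of windows with CCGTT (vertical axis) at the summit, with 95% Wilson intervals, and 500 bp to its left, in bins of the peak's fold enrichment (horizontal axis, with the number of peaks), over all deposited peaks on the arms. The summit share rises from 46.1% to 89.6%, and the flank share stays between 10.9% and 14.2%.

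Peaks were denser on the X than on the autosomes. The X held 1127 peaks, 47.9 per Mb, and the autosomes held 33.0 per Mb, a ratio of 1.45 (95% interval 1.36 to 1.55, exact binomial test, p = 4.02e-26). Among autosomal arms the density ran from 26.0 per Mb on 4 to 36.8 per Mb on 2R. The median fold enrichment was 8.06 on the X, above that of each autosomal arm.

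The plasmid carries the ovo-B coding sequence and the Act5C promoter, so reads from it can align to these loci. No peak with fold enrichment above 5 had its summit in ovo or at the Act5C promoter. Below that threshold, 3 peaks had summits in coding exons of ovo, at X:5065572 to 5065865 (3.00), X:5066134 to 5067750 (2.56) and X:5068179 to 5069054 (2.83), and none in its introns. A peak of 4.53 lay at X:5047879 to 5048343, with its summit 200 bp upstream of a TSS of ovo. The Act5C promoter had a peak of 4.39 in an intron at X:5901747 to 5902357, and away from the promoter Act5C held a peak of 8.65 at X:5904725 to 5905197.

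**Figure D4:**
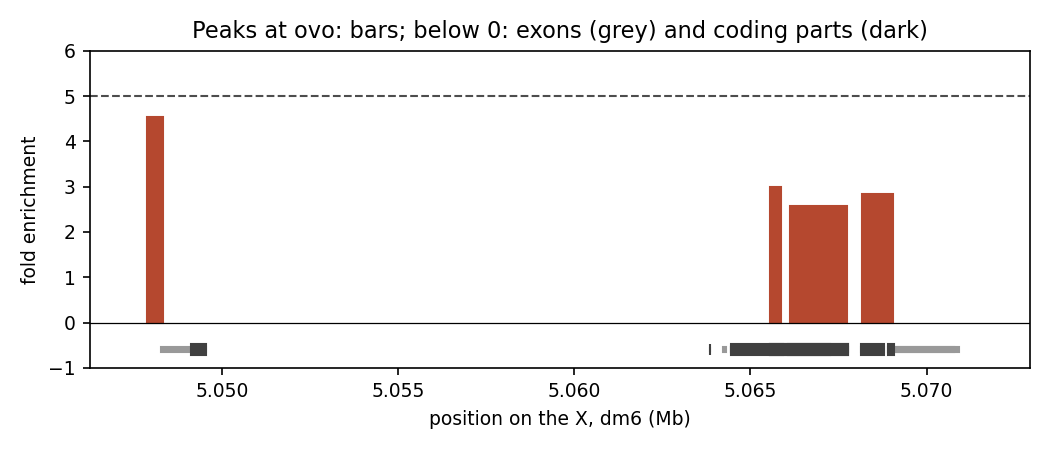
Map of ovo on the X of dm6 (horizontal axis, in Mb) with the fold enrichment of each deposited peak (bars, vertical axis), the threshold of 5 (dashed line) and, below 0, exons in grey and coding parts in dark grey. The 3 peaks with summits in coding exons have fold enrichment of 3.00, 2.56 and 2.83, and the peak at the upstream TSS 4.53.

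The piRNA clusters, long stretches of transposon remnants that give rise to piRNAs, were counted without a test. The region between Pld and jing that holds cluster 42AB, active in the germline, had 21 peaks over 2R:6255267 to 6502005, or 85.1 per Mb (95% counting interval 52.7 to 130.1) against 36.8 per Mb on its arm. The somatic cluster flam had 3 over X:21631891 to 21790731, or 18.9 per Mb (3.89 to 55.2) against 47.9 per Mb. With fold enrichment above 10, 42AB had 3 peaks, or 12.2 per Mb (2.51 to 35.5) against 9.25 per Mb on its arm, and flam had 0. Of these regions 46.7% and 51.0% were masked as repeats, where short reads can be placed at more than 1 copy.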

Values the study reported

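The study reported 4769 Ovo peaks in OSCs with ectopic ovo, at an FDR under 0.05 and enrichment above the fold threshold used here. From a separate ChIP-seq data set of adult female flies it reported 4477 peaks, and it gave about 65% as the part of that in vivo binding found again in OSCs. For the fly peaks it gave about 79% as promoter-proximal. These fly peaks are another peak set than the OSC list analysed above. In the fly data the study reported stronger Ovo signal at germline-specific piRNA promoters than at somatic or shared ones. In OSCs it reported that ectopic ovo raised the RNA of most germline-specific piRNA genes, aub and ago3 most. It also reported that most Ovo sites at such promoters were poorly accessible in OSCs before Ovo was added. Signal and RNA are other measures than the promoter peak counts given above. The study also gave peak-level evidence at these promoters. For most germline-specific piRNA genes it reported an Ovo motif within 500 bp of the TSS that overlapped an Ovo peak summit. Its supplement draws these peaks from the fly data set. That share therefore rests on fly peaks with a motif, and the counts above rest on OSC peaks.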

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

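These counts were looked at after the list was seen. The comparisons used the 6 arms, and 31 peaks with fold enrichment above 5 lay outside them, which is a signal in data that the comparisons leave out. Of these, 6 were on the Y, although the cells are labelled female, with a highest fold enrichment of 12.99. The other 25 were on other scaffolds, with a highest fold enrichment of 17.3. Among all deposited peaks 330 lay outside the arms, 54 of them on the Y. No explanation was tested for these peaks.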

How the results depend on the processing

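No paired analysis was possible because the deposited list pools the libraries and carries no value per replicate, and leaving out a library was not possible either. Requiring q under 1e-10 removed no peak at fold enrichment above 5 and so tests nothing. In the values below, lists are given as percentage points above or below other genes, and where a value changed the cause was not tested. With all deposited peaks there were 12069 peaks, 4 at the plasmid loci and 53 in the clusters; the call was lost for shared or somatic piRNA genes (14.6), the difference was newly past the threshold for eggshell (-36.2), testis (-24.99) and ribosomal protein genes (21.3), and it turned to 5.73 for trichome and 44.8 for L(3)mbt genes. With fold enrichment above 10 there were 1299 peaks, 3 in the clusters and 423 6-mers more frequent at summits; calls were lost for shared or somatic piRNA (7.39), meiosis (4.10) and follicle genes (9.24) and for promoter against other peaks (log2 difference 0.00946), and ribosomal protein genes turned to -4.02. With summits within 500 bp of a TSS the sign turned for germline-specific piRNA (-1.63), trichome (2.99), L(3)mbt (4.42) and ribosomal protein genes (-2.09). Any overlap with the window turned germline-specific piRNA (-0.129) and L(3)mbt genes (5.37). With 1 TSS per gene the calls for shared or somatic piRNA (17.1) and follicle genes (17.6) were lost. Nearest-TSS assignment turned trichome (3.03) and ribosomal protein genes (-0.887). Shuffled windows left 328 6-mers. None of the turned lists was past the threshold in the main analysis, and of them L(3)mbt genes with all deposited peaks alone were past it after turning. Leaving out 28 values that their setting could not move, those for q under 1e-10 among them, the other 107 kept their direction and their side of the threshold, or moved by at most 1.5 times for counts, among them every value for germ plasm, germline stem cell and receptor genes, the 3 motifs and the X. CCGTTA ranked first of the 6-mers in every setting run. Depth per library is unknown, so it was not possible to say which weaker peaks lie at its limit.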

Other observations

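The peak counts per gene, the occupancy of sites, the −log10 q at the plasmid loci, and the tests of CCGTTA at germline-specific piRNA promoters and of one-base variants of CCGTT were chosen after the result was seen. The test of all deposited peaks at germline-specific piRNA promoters was planned, and its use to weigh the threshold was chosen after its result was seen. Some genes held many peaks with fold enrichment above 5, counted from 1 kb before to 1 kb after the gene. Tlk, a kinase gene on the X, held 16 peaks over 69.8 kb with a highest fold enrichment of 16.1. tara and tou held 13 each, kirre 12 over 394 kb, Raf and shn 11, and InR, the insulin receptor gene, 10 over 49.1 kb. These counts were not scaled to gene length, so a long gene such as kirre can hold many peaks without a high density. Mob2, Smr, Svil and puc also held 10, and puc, a phosphatase of the JNK pathway, held them over 16.96 kb with a highest fold enrichment of 18.0.

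The occupancy of CCGTTA sites was counted by position, without a test. A summit with fold enrichment above 5 lay within 100 bp of 18.8% of autosomal sites within 1 kb of a TSS (95% interval 17.8 to 19.9, 5531 sites) and of 3.61% of other autosomal sites (17432 sites). On the X the shares were 26.8% and 7.07%. The 3 peaks over coding exons of ovo had −log10 q of 61.9, 47.2 and 56.6, where other peaks of like fold enrichment, between 0.9 and 1.1 times theirs, had medians of 13.04, 9.83 and 11.8. The Act5C promoter peak had 60.7 against a median of 27.7. These values lay at percentiles 99.94, 99.4 and 99.8 for the coding exons and 99.4 for the Act5C promoter. The peak upstream of ovo had 44.8 against a median of 29.5 (percentile 88.8), and a peak of fold enrichment 8.65 elsewhere in Act5C, at X:5904725 to 5905197, had 151.7 against 99.6 (percentile 93.3).

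With fold enrichment above 5 and q under 0.05 the deposited list gave 4796 peaks. That is slightly more than the count the study reported, and whether that count rests on a further filter is not given in the sources used here.

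Germline-specific piRNA promoters held peaks no more often than other genes at the threshold used. Most genes carry CCGTT within 500 bp of a TSS, 84.6% of the 13 genes and 77.9% of other genes (Fisher's exact test, p = 0.746). The condition set beforehand against a lack of sites, a share at or above that of other genes, was met. CCGTT stood there in 5 of the 6 genes with no deposited promoter peak, so those 5 did not lack this core. Because most genes carry it, its presence says little about why they had no peak. The full CCGTTA stood within 500 bp of a TSS of moon, tej and vas, but not of krimp, AGO3 or cuff. Over the 13 genes the full CCGTTA stood there in 46.2% against 24.6% of other genes (Fisher's exact test, p = 0.101). With 13 genes neither test could show a small difference. A threshold that removed weaker peaks stays open, because with all deposited peaks the share was 53.8% against 40.9% (Fisher's exact test, p = 0.403), and 13 genes are few. Repeats that kept reads from being placed also stay open, with a median of 12.2% masked sequence near the 10 promoters without a peak against 11.99% over all genes and an upper quartile of 16.9%. The design gives no group for a biological explanation, and none was tested.

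Peaks were denser on the X by 1.45. A higher density of sites is excluded as the whole cause, since CCGTT sites per Mb on the X over the autosomes gave 1.05, below the lower limit of 1.36. TSSs per Mb gave 0.931, which argues against gene density. Peaks with no site do not make up the excess, since those with CCGTT at the summit had a ratio of 1.54 (95% interval 1.42 to 1.66). A different copy number or openness of the X in this cell line stays open and was not tested.

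Part of the peaks, 1366 of 4765, had no CCGTT within 50 bp of the summit. One-base variants are a candidate explanation: with positions counted from the first base of CCGTT, T4C (CCGCT) stood at 53.5% of these summits and 14.1% of their flanks, a ratio of 3.81 (exact binomial test, adjusted p = 1.47e-102), and CCGTT or CCGCT stood at 86.7% of all summits and 25.1% of flanks. A site away from the summit is another, since 50.5% held CCGTT elsewhere in the interval against 28.5% of the interval beside it (exact binomial test, p = 1.19e-37), and both may apply to the same peak. These peaks lay near a TSS in 69.3% against 64.3% of peaks with CCGTT (Fisher's exact test, p = 0.000835), which met the condition set beforehand for promoters of open chromatin with no site, but for the 635 with neither sequence, a split added after that result, the share was 67.6% (p = 0.113) and for those with CCGCT it was 70.9% (p = 0.000604), so this stays open. Whether Ovo itself binds CCGCT was not tested. Flanks were not matched on base composition, and CCGCT was not run against shuffled windows, so its ratio is not corrected for composition. Other variants were also more frequent at these summits than at their flanks, CCGGT next with a ratio of 2.21.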
